A study of Mus musculus with 14 samples. Its data were reported in "Activator Protein-1 Transcriptional Activity Drives Soluble Micrograft-Mediated Cell Migration and Promotes the Matrix Remodeling Machinery" (2019).

How the data were processed

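Primary fibroblasts were isolated from mouse tail tips, grown as a monolayer, wounded with a scratch and left untreated or given autologous micrograft (AMG), which is a soluble, cell-depleted extract of minced mouse skin diluted in growth medium. RNA was sequenced from 14 libraries. Replicate 1 of each group was collected at 1, 5, 12 and 24 h, and replicates 2, 3 and 4 were collected at 5 h only. Groups and replicate numbers were taken from the sample titles.

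The authors prepared stranded poly(A) libraries, sequenced single-end reads, removed adapters, aligned the reads to the mouse genome build mm10 with TopHat, kept uniquely aligned reads and counted reads per gene with HTSeq. The annotation release and the strand setting of the counting were not stated, so overlapping and antisense genes are uncertain. The deposited values are a normalised signal per gene: the authors divided the read counts of each library by a size factor, separately in a table of 8 libraries (replicate 1) and a table of 6 libraries (replicates 2 to 4). Both tables list 43472 genes, and 0 rows name no gene. A value above 0 in any library was found for 22559 genes in the first table and for 21663 genes in the second table.

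In every library the low values were whole multiples of one step. Divided by it, 100% of the values came out as whole reads within a tolerance of 0.1. The recovered size factors equalled the median-of-ratios factors recomputed from these reads, with a ratio of 1 in each library. The recovered totals ranged from 13818438 to 27410213 reads in the first table and from 12545537 to 34696529 reads in the second. Because the tables were scaled separately, levels were not compared across them. Reads carry no molecular identifiers, so the floors and intervals given cover counting error only. The floor of a library was set at 3 reads.

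The main test compared 3 treated with 3 untreated libraries at 5 h (replicates 2 to 4) on log2(normalised count + 1), with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend), on 13096 genes with a mean normalised count of at least 10. Fold changes are therefore on the log2(value + 1) scale, which understates the change of genes with low counts. Genes were called with a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change above 1 or below -1. Gene lists were tested with camera of limma at a preset correlation between genes of 0.01, two-sided, with Benjamini-Hochberg adjustment over the 15 lists with at least 3 tested genes. The median of a list was its value. The lists, the tests, the grouping and all alternatives except the length correction were chosen before the data were examined. There were 4 lists from the study's text (AP-1 family, matrix metalloproteinases, wound healing examples, predicted regulators) and its reference genes for PCR. The study took the wound healing examples from genes called on these samples, so their test is not independent evidence. The study also cited an earlier report of a rise of matrix metalloproteinases in this dataset and came to AP-1 through its called genes. The tests of these lists are therefore not fully independent either. It predicted the regulators as upstream factors of the called genes, whether or not they were called themselves. The own lists were NF-kB targets, NRF2 targets, interferon-stimulated genes, ERK output genes, proliferation, TGF-beta and SRF/YAP targets, the unfolded protein response, and RNA of skin keratinocytes, skeletal muscle, red blood cells, leukocytes and adipocytes. Single genes were named by rule: every gene of the 4 study lists, and the 5 largest rises and 5 largest falls among called genes whose 3 treated values lay on one side of the 3 untreated values. This gave 39 genes, of which 37 were tested.

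Replicate 1 had 1 library per group and time and was described without p-values. The log2 ratio of treated to untreated was taken per gene, and the median of a set was placed among 10000 random lists of the same size, matched on mean expression over 20 bins. Intervals of medians are 95% order-statistic intervals over genes, and intervals of shares are 95% Wilson intervals. Sets in replicate 1 hold the genes with a mean of at least 10 in that table.

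The replicate numbers were checked as pairs in the second table. The deviations of treated and untreated libraries from their group means correlated across genes with r = 0.65, 0.77 and 0.70 for replicates 2, 3 and 4, and with r from -0.59 to 0.12 for libraries of different numbers. The numbers therefore paired the libraries, although the labels do not say what a number shares, and a fit with the replicate number as a block was made beside the main one.

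The alternatives were pseudocounts of 0.1 and 10, all genes above 0, a mean of at least 50, the replicate block, limma without the trend, an upper quartile rescaling, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered whole reads, edgeR with the replicate block, edgeR on all 4 replicates with the table as batch, and leaving out each library. The edgeR and DESeq2 fits were not run for lists, for which camera with an estimated correlation and fry were added. After the data were seen, a correction for transcript length was added: a lowess curve of the values on log2 transcript length (span 0.3), per library in the second table and per ratio in the first. Lengths and coordinates came from GENCODE M21 for GRCm38, the assembly of mm10, and 95.3% of the tested genes had a length.

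The fits were tested on simulated data, in which 200 of 13096 genes were changed 4-fold. With the observed spread, limma recovered 79.5% of the changed genes and 8.62% of its calls were false. The corresponding shares were 78.0% and 7.14% for edgeR and 87.5% and 21.2% for DESeq2. DESeq2 went over the limit of 15% false calls that had been set for every fit before the simulation. It was kept as an alternative, and its larger counts carry that error. With the spread of the paired fit, the shares were 97.5% and 1.015% for limma with the replicate block. They were 98% and 1.51% for limma without it. The spread differed there, so these shares cannot be set beside the others. In all simulations the libraries were drawn without any difference shared within a replicate number. The shares therefore do not show what the block gains or costs on paired libraries. Further steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.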

Results

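RNA was measured by sequencing in wounded mouse tail fibroblasts, a primary culture of connective tissue cells, with or without AMG. At 5 h there were 4 untreated and 4 treated libraries, and at 1, 12 and 24 h there was 1 library of each. The libraries held 12545537 to 34696529 reads assigned to genes. Untreated 5h replicate 3 was the shallowest and Untreated 5h replicate 4 the deepest. A library had between 16687 and 18718 genes with at least 1 read. The floor of 3 reads corresponded to a normalised count of 1.62 to 4.18 in the second table.

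The first question was which transcripts differed between treated and untreated cells at 5 h. In replicates 2 to 4, 162 of 13096 genes differed at an adjusted p under 0.05 with limma. Of these, 112 were higher with AMG by more than 1 on the log2 scale and 32 were lower by more than 1. The median fold change was 2.23 for the higher genes and -1.99 for the lower genes. The 3 treated values lay on one side of the 3 untreated values for all 112 higher and all 32 lower genes. Among all tested genes this held for 3757, or 28.7%, where chance gives 10%. At an unadjusted p under 0.05, 3021 genes differed. The alternative with the most genes with any change was the replicate block, with 4872. It gave 530 higher and 560 lower genes. All 112 higher and all 32 lower genes of the main test were among them. The counts also changed when single libraries were left out. Those fits had no replicate block and kept the partner of the library left out. A broken pair may therefore add to the change, and no fit left out a whole pair. Without AMG-treated 5h replicate 3 there were 447 higher and 511 lower genes, and without AMG-treated 5h replicate 2 there was 1 higher and 0 lower, with 1901 genes at an unadjusted p under 0.05. The direction of all 144 called genes was the same in the block fit and in the fits without one library. This was fixed in advance and is no support. The block leaves fold changes as they are, and separate treated and untreated values stay separate when a library is left out.

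**Figure D1:**
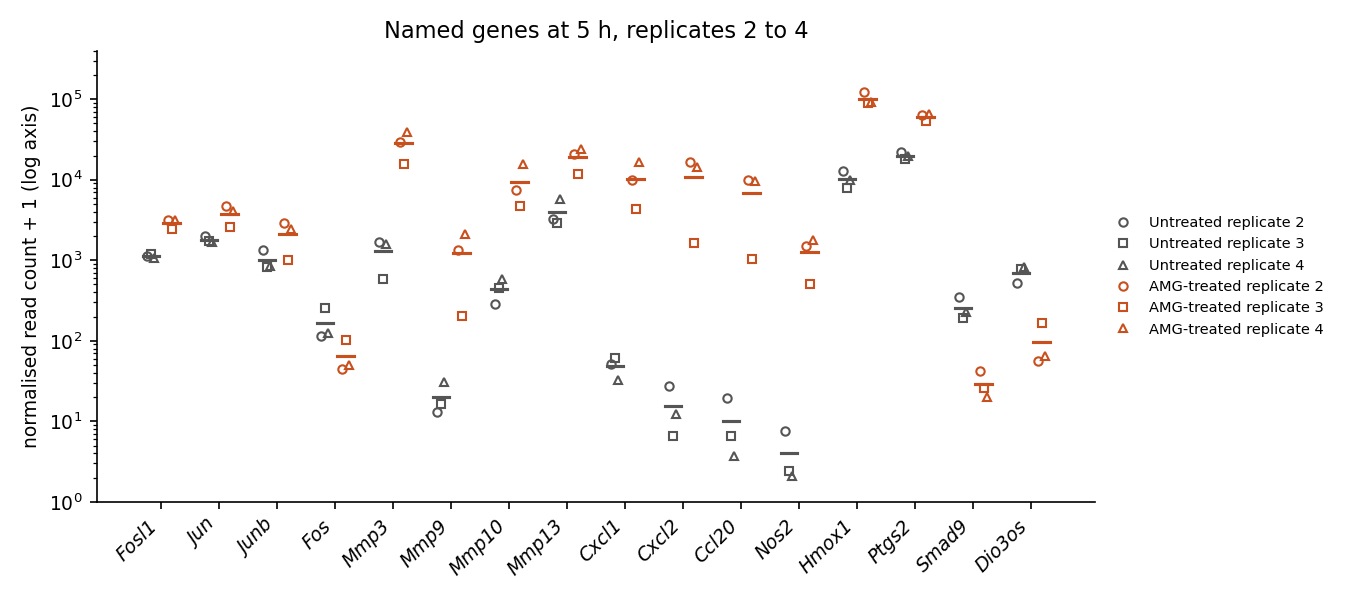
Normalised read count plus 1 (log axis) of 16 named genes at 5 h in the untreated (grey) and AMG-treated (orange) libraries of replicates 2, 3 and 4 (circle, square, triangle), with group means as bars. All 3 treated values lie above the untreated ones for Fosl1, at 2914 against 1123 on average, and below them for Smad9, at 28.2 against 256.7.

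The study asked whether AP-1, a family of transcription factors built from Fos and Jun proteins, mediates the response to AMG. Fosl1 (chromosome 19, 5447547 to 5455946, mm10), which encodes Fra-1, rose from 1123 ± 57.5 to 2914 ± 419 normalised counts (mean ± SD, n = 3 in each group). Its log2 fold change was 1.37 (SE 0.14, adjusted p = 0.0190 with limma). The adjusted p ranged from 5.56e-13 to 0.124 over all alternatives. The gene overlaps Ccdc85b on the other strand. Fosl1 was the only one of the 7 AP-1 genes past the adjusted threshold over all genes tested. Adjusted over the list alone, 3 genes passed. Jun rose from 1802 ± 166 to 3790 ± 1111 (n = 3), a log2 fold change of 1.03 with an adjusted p of 0.0838 in limma. The rise of Junb was 0.97 and that of Jund 0.95, with adjusted p of 0.220 and 0.262. Fos fell by 1.33, from 163 ± 77.2 to 64.6 ± 31.5, with an adjusted p of 0.151. With the replicate block, the adjusted p was 0.000771 for Jun, 0.00546 for Junb, 0.0190 for Jund and 0.00129 for Fos, and all 4 passed the threshold. Over all alternatives the adjusted p ranged from 0.000454 to 0.294 for Jun, from 0.00439 to 0.505 for Junb, from 0.0139 to 0.575 for Jund and from 0.000645 to 0.382 for Fos. Fosl2 changed by 0.25 and Fosb by -0.26, and neither passed in either fit. Over the alternatives their adjusted p ranged from 0.00113 to 0.528 and from 0.349 to 0.940, and Fosl2 passed only under the length correction with the replicate block. The list had a median log2 fold change of 0.95, with 5 genes higher and 2 lower, and did not pass with camera (adjusted p = 0.0716). Fry gave 0.00942 and camera with the replicate block 0.224. Over all alternatives run for lists the adjusted p ranged from 0.00942 to 0.250. The list median was 0.52 without AMG-treated 5h replicate 2.

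All 7 tested matrix metalloproteinases, enzymes that cut extracellular matrix, were higher with AMG, and all 7 had separate treated and untreated values. The list median was 4.32, or 4.27 with the gene at the floor set to its bound and 2.86 with a pseudocount of 10, and the adjusted p with camera was 3.58e-08. The study cited an earlier report of a rise of metalloproteinases in this dataset and named Mmp3 among its called genes. This is therefore not independent evidence. Over all genes tested 5 of them passed the adjusted threshold, and 7 did when adjusted over the list alone. Mmp3 (chromosome 9, 7445822 to 7455975) rose from 1297 ± 625 to 28192 ± 11998 normalised counts (n = 3), a log2 fold change of 4.49 (SE 0.50, adjusted p = 0.0190). Mmp10 (chromosome 9, 7502352 to 7510240) changed by 4.27, Mmp13 by 2.26, Mmp9 (chromosome 2, 164940780 to 164955850) by 5.47 and Mmp1b by 4.32, with adjusted p in limma from 0.0190 to 0.0414. Mmp12 rose by 2.92, with an adjusted p of 0.0888, and by the block fit the adjusted p was 0.00105. In replicates 2 to 4, Mmp1a had at most 1 read in each untreated library. By the mean of the treated libraries it was at least 10.6-fold higher with AMG, with an adjusted p of 0.104 in limma and a block value of 0.00301. AMG-treated 5h replicate 3 held only 5 reads, or 4.10, under the highest untreated floor of 4.18. The bound therefore rests on replicates 2 and 4. Over the alternatives the adjusted p ranged from 0.000558 to 0.297 for Mmp12 and from 0.000222 to 0.333 for Mmp1a. For the 5 genes that passed, the highest value was 0.124 (Mmp3 and Mmp10), 0.162 (Mmp1b) or 0.200 (Mmp9 and Mmp13). Mmp1b and Mmp12 overlap on opposite strands, and Mmp1a is annotated as a polymorphic pseudogene related to Mmp1b, so reads of these 3 genes are uncertain.

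The wound healing examples named in the study were all higher with AMG, 11 of 11, with a list median of 3.32 (adjusted p = 1.93e-15 with camera). Of these, 10 passed over all genes tested and 11 when adjusted over the list alone. Since the study picked them on these samples, this is not independent evidence. Hmox1 rose from 10279 ± 2462 to 101732 ± 17188 normalised counts (n = 3), by 3.32 on the log2 scale. Ptgs2 rose by 1.61, Vegfa by 1.54, Ets1 by 1.42, Dusp10 by 2.28 and Lif by 6.69. Their adjusted p in limma ranged from 0.00567 to 0.0190, and the highest values over the alternatives from 0.0703 (Lif and Hmox1) to 0.124. Flt1, at 9.96 ± 2.67 against 50.8 ± 14.5 counts (n = 3), had an adjusted p of 0.0582 in limma and 0.00188 with the replicate block, in a range of 0.000541 to 0.233 over the alternatives.

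Among the 9 regulators the study predicted from its called genes, 7 were tested. In replicates 2 to 4, Foxo6 and Crx had at most 2 reads in any untreated library and 0 reads in the treated ones. The list median was 0.43 (adjusted p = 0.0399 with camera), but with the replicate block the adjusted p was 0.147, in a range of 0.00385 to 0.250 over the alternatives. The list did not pass without Untreated 5h replicate 2 (median 0.33, adjusted p = 0.109), Untreated 5h replicate 4 (0.30, 0.05135) or AMG-treated 5h replicate 3 (0.33, 0.144), and the median was 0.73 without Untreated 5h replicate 3 (0.0113). Only Fosl1 and Bcl3 passed over all genes tested, and 3 genes passed when adjusted over the list alone. Bcl3 rose by 2.22 (SE 0.33, adjusted p = 0.0402, in a range of 3.40e-07 to 0.180 over the alternatives). Cebpg changed by 0.66 and Plag1 by -1.34, with adjusted p of 0.108 and 0.187, and with the replicate block of 0.00722 and 0.0114. Over the alternatives these p ranged from 0.0038 to 0.329 and from 0.0114 to 0.410. Foxc2 changed by 0.43, Otud4 by 0.22 and Mms19 by -0.08, and none of these 3 passed in either fit. Over the alternatives Otud4 ranged from an adjusted p of 0.00367, under the length correction with the replicate block, to 0.927, while Foxc2 and Mms19 passed in none. Mms19 turned positive, at 0.21, under the length correction.

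By rule, the 5 largest rises were those of Ccl20, Cxcl2, Nos2, Cxcl1 and Gm16685. Ccl20 (chromosome 1, 83116766 to 83119167) rose from 8.99 ± 8.53 to 6859 ± 5056 normalised counts (n = 3), a log2 fold change of 9.20 (SE 1.00, adjusted p = 0.0190). Cxcl2 (chromosome 5, 90903871 to 90905938) changed by 9.13, Nos2 (chromosome 11, 78920787 to 78960254) by 8.36 and Cxcl1 (chromosome 5, 90891241 to 90893115) by 7.58. Cxcl1 and Cxcl2 are related genes, and reads shared between such copies were dropped as non-unique. Gm16685 (chromosome 3, 7612705 to 7690001) is annotated as antisense to Il7 and had at most 2 reads in each untreated library of replicates 2 to 4. It was at least 68.5-fold higher with AMG. The 5 largest falls were those of Smad9 (-3.16), Dio3os (-3.03), Tppp (-2.86), Cables1 (-2.78) and Adra1d (-2.64), with adjusted p in limma from 0.0196 to 0.0497. Smad9 (chromosome 3, 54755582 to 54801257) fell from 256.7 ± 84.8 to 28.2 ± 11.2 counts (n = 3).

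Lists of pathway genes were compared next. The NF-kB targets, 19 of 20 of them higher, had a median of 1.96 (adjusted p = 1.52e-14 with camera), and 13 passed over all genes tested against 18 when adjusted over the list alone. The NRF2 targets were all 16 higher, with a median of 1.58 (adjusted p = 1.32e-12), and 10 passed over all genes tested against 12 adjusted over the list alone. The ERK output genes had a median of 0.73, with 13 of 18 higher and an adjusted p of 0.00569, and 5 against 7 genes passed. The unfolded protein response had a median of 0.36, with 13 of 14 higher and an adjusted p of 0.00910. The proliferation genes had a median of -0.52, with 21 of 22 lower and an adjusted p of 0.00235, although 0 of them passed singly and 5 had an unadjusted p under 0.05. With the replicate block 17 of them passed singly, as did 18 of the NF-kB targets, 15 of the NRF2 targets, 12 of the ERK output genes and 7 of the unfolded protein response, of which 0 passed without the block. The proliferation median was -0.31 without Untreated 5h replicate 3, where it did not pass, and -0.83 without AMG-treated 5h replicate 3. The unfolded protein response also did not pass without Untreated 5h replicate 3 (median 0.33, adjusted p = 0.0848), and its median was 0.19 without AMG-treated 5h replicate 2, where it passed (0.0372). With fry the matrix metalloproteinases, wound healing examples, predicted regulators, NF-kB targets, NRF2 targets and ERK output genes passed, and the AP-1 family as well. Proliferation (0.412) and the unfolded protein response (0.202) did not pass with fry, and with a correlation estimated from the data no list passed. The interferon-stimulated genes (median 0.68, adjusted p = 0.269 with camera), the TGF-beta and SRF/YAP targets (-0.14, 0.175) and the 3 reference genes (0.18, 0.229) did not pass. Without AMG-treated 5h replicate 4 the TGF-beta and SRF/YAP targets passed (-0.15, 0.0417), and the interferon median became -0.15. It was 1.14 without AMG-treated 5h replicate 3. Lists of RNA from other cells did not pass: the median was 0.48 for skin keratinocytes (adjusted p = 0.808), 0.15 for leukocytes (0.712) and 0.26 for adipocytes (0.808). The sign of these 3 medians changed when single libraries were left out, which also broke a pair in a fit without the replicate block. Within replicates 2, 3 and 4 the median log2 ratio was 0.31, 0.86 and 0.25 for keratinocytes. It was -0.19, 0.61 and 0.053 for leukocytes, and 0.31, 0.20 and -0.67 for adipocytes. The keratinocyte median was -0.016 without Untreated 5h replicate 3, the leukocyte median -0.82 without AMG-treated 5h replicate 4, and the adipocyte median -0.44 without AMG-treated 5h replicate 2. The leukocyte median was also negative without Untreated 5h replicate 2 (-0.28) or 3 (-0.43), and the adipocyte median without Untreated 5h replicate 3 (-0.40). Of the skeletal muscle list 2 genes were tested, with a median of -0.64, and of the red blood cell list 0 genes reached the mean of 10.

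**Figure D2:**
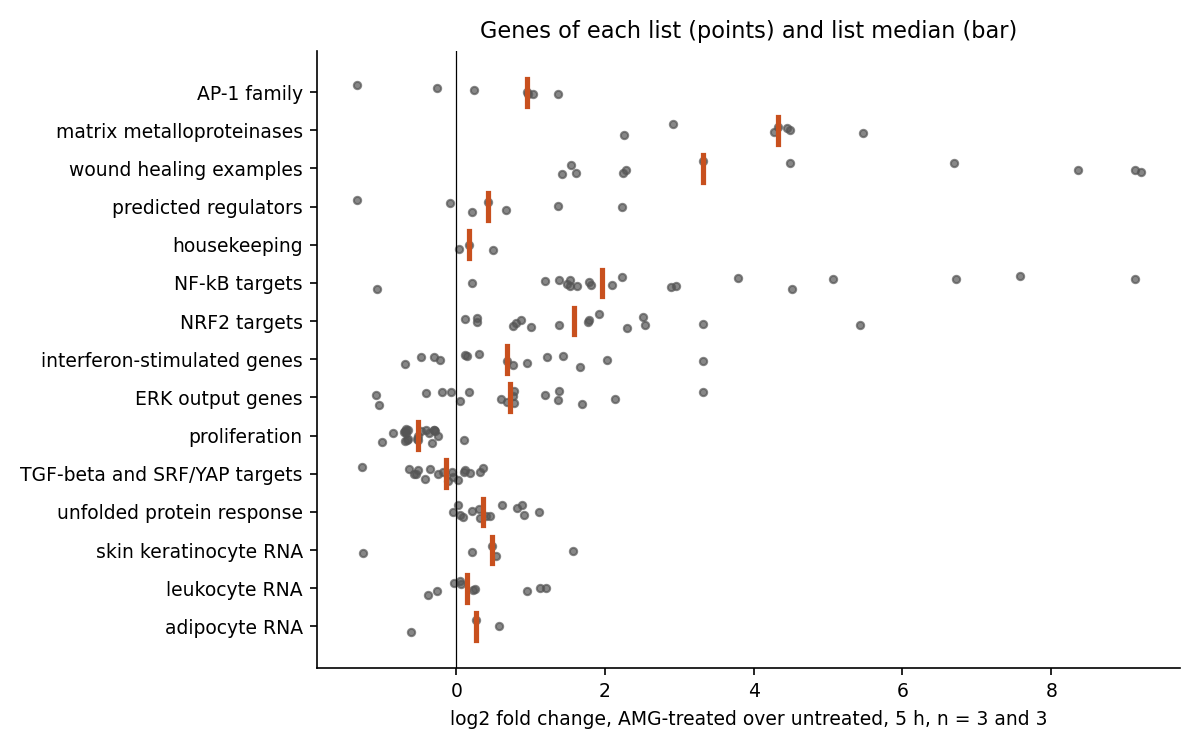
Log2 fold change at 5 h of each gene (points) in the tested lists, with the list median as an orange bar, for 3 treated against 3 untreated libraries. The matrix metalloproteinases have a median of 4.32 and no gene below 0, whereas the proliferation genes have a median of -0.52.

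Replicate 1 was set beside these results at 5 h, without a replicate check. Of the 111 higher genes expressed in that table, 105 were higher with AMG (94.6%, Wilson interval 88.7% to 97.5%), whereas random genes of the same expression were higher in 49.5%. Of the 32 lower genes, 24 were lower (75%, interval 57.9% to 86.7%), against 49.6% of random genes. The alternative that moved these shares most was the length correction, which gave 98.2% and 90.6%.

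The time course in replicate 1 asked when these differences appeared. The median log2 ratio of the higher genes was 1.41 at 1 h, 2.00 at 5 h, 1.91 at 12 h and 1.92 at 24 h, and each was above all 10000 random lists. The median of the lower genes was -0.67 at 1 h, -0.99 at 5 h, -1.22 at 12 h and -1.46 at 24 h. With the length correction the 1 h median was -0.28, at the percentile of 3.28. The matrix metalloproteinases had medians of 2.10, 3.63, 5.79 and 6.10 from 1 to 24 h. With a pseudocount of 10 the last 2 were 4.94 and 4.23, so the order of 12 and 24 h depended on the pseudocount. The NF-kB targets had medians of 2.11 at 1 h, 2.08 at 5 h, 1.14 at 12 h and 1.29 at 24 h. The NRF2 targets had medians of 0.26 at 1 h, at the percentile of 74.4, and of 0.58, 1.24 and 1.55 at the later times, at percentiles of 99.1 and above. The AP-1 family had a median of 1.05 at 1 h (percentile 99.7), 0.19 at 5 h (71.8), 0.53 at 12 h (99.5) and 0.23 at 24 h (77.8). Within it, Junb had a log2 ratio of 2.85 at 1 h and -0.33 at 5 h, Fos of 1.79 and -0.32, and Fosl1 of 0.58, 1.60, 1.39 and 1.48 at the 4 times. Jun had 1.05, 2.06, 0.81 and 0.52 at those times, and 2.08 at 5 h under the length correction. Of the 7 genes, 4 were higher and 3 lower at 5 h. With the length correction the 5 h values of Junb and Fos were 0.116 and 0.0202, with all 7 genes of the family above 0, so their falls at 5 h depended on it. The ERK output genes had medians of 0.45, 1.5, 0.62 and 0.43. The proliferation genes were lowest at 12 h, with a median of -0.79, and were at -0.01 at 5 h. The unfolded protein response had medians of 0.18, 0.06, -0.31 and -0.34, at percentiles of 74.2, 60.2, 0.63 and 0.34. Its rise at 5 h was therefore not set apart from random lists here, nor under the length correction (0.28, percentile 89.9). The TGF-beta and SRF/YAP targets had medians of -0.15, -0.04, -0.55 and -0.78, with 17 of 18 genes lower at 12 and 24 h. The 3 reference genes had medians of 0.84, -0.84, -0.29 and 0.46, and of 0.51, -0.30, -0.17 and 0.45 under the length correction. With 1 library per group and time, differences between times had no replicate check.

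**Figure D3:**
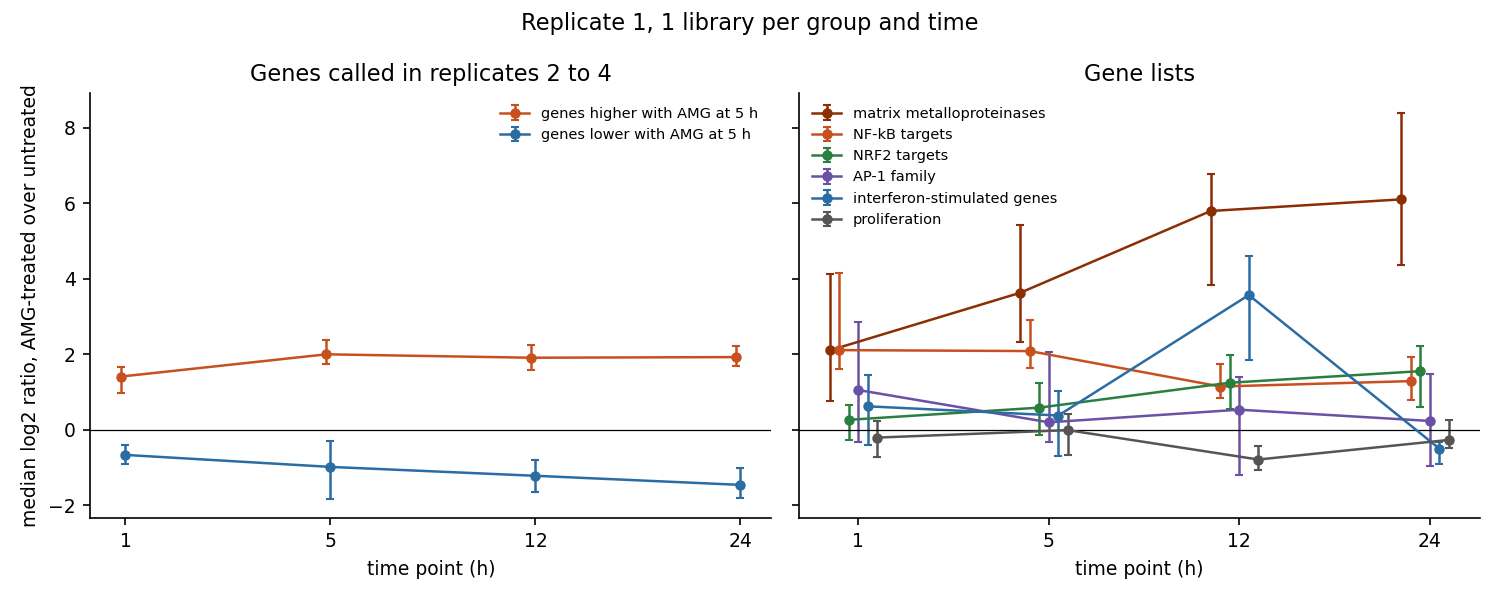
Median log2 ratio of treated to untreated cells in replicate 1 at 1, 5, 12 and 24 h, with 1 library per group and time and 95% intervals over genes as bars, for the genes called in replicates 2 to 4 (left) and 6 gene lists (right). The matrix metalloproteinases stand at 2.10 at 1 h and at 5.79 and 6.10 at 12 and 24 h (4.94 and 4.23 with a pseudocount of 10), and the interferon-stimulated genes stand at 3.57 at 12 h.

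The libraries differed in the balance of short and long transcripts. Reads in 88 ribosomal protein genes made up 7.0% of Untreated 5h replicate 1 and 5.10% of AMG-treated 1h replicate 1, against 2.27% to 3.47% of the other 12 libraries. Across genes outside this set, the log2 ratio in replicate 1 correlated with transcript length with a Spearman rho of -0.49 at 1 h and 0.46 at 5 h. It was 0.18 at 12 h and -0.22 at 24 h. In replicates 2, 3 and 4 it was -0.35, -0.21 and -0.41. Genes are not independent replicates, so no p-value is given.

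**Figure D4:**
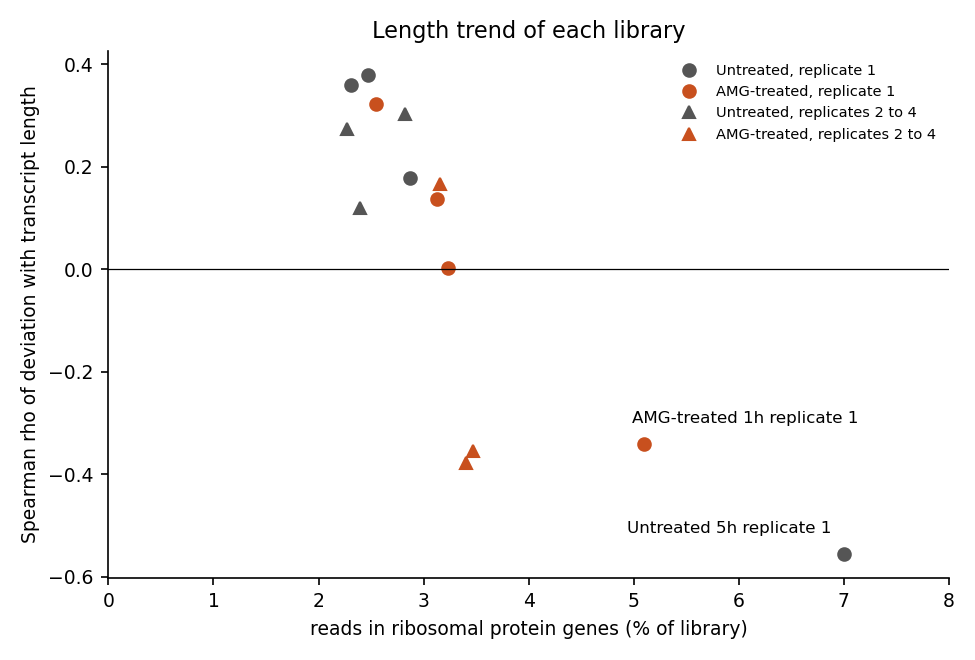
Share of reads in ribosomal protein genes (% of the library) against the Spearman correlation, across genes, of each library's deviation from its table's mean with transcript length, for 14 libraries (circles, replicate 1; triangles, replicates 2 to 4; grey, untreated; orange, AMG-treated). Untreated 5h replicate 1 lies at 7.0% and -0.56, and AMG-treated 1h replicate 1 at 5.10% and -0.34.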

Values the study reported

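The study reported 123 genes upregulated by the micrograft, at a log fold change above 1 and an adjusted P value under 0.05.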

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

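The tests of the ribosomal protein share and of the interferon-stimulated genes were chosen after their results had been seen. For 5 measures per library (reads, genes detected, the share of the 10 most abundant genes, mitochondrial share and ribosomal protein share), the groups of 4 libraries at 5 h were searched for a library far from the rest. Chance marks about 1 in 20 such groups, and 10 were searched.

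Untreated 5h replicate 4 held 34696529 reads (34.7 in units of 1000000), against 12545537 to 16331090 in the other untreated libraries at 5 h. Its gap to the nearest one, as a share of the range, was just above the critical value. Size factors remove the depth itself, and its share of mitochondrial reads, 0.713%, lay within that of the others. Leaving it out gave 9 higher genes and 0 lower ones, and 1943 genes at an unadjusted p under 0.05, but leaving out either AMG-treated 5h replicate 2 or 4, which held 14616716 and 17415968 reads, gave fewer. No biological explanation was tested.

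Untreated 5h replicate 1 had 7.0% of its reads in ribosomal protein genes, against 2.27% to 2.82% in the other untreated libraries at 5 h. AMG-treated 1h replicate 1, at 5.10%, went the same way. An exchange of the treated and untreated labels is argued against by the genes called in the other replicates, of which 94.6% were higher with AMG in replicate 1 at 5 h. Lower read depth stays open: over the 14 libraries the share fell with depth, with a Spearman rho of -0.49 (permutation p = 0.0780) and a Pearson r of -0.49 (permutation p = 0.0723). Without the 2 libraries farthest from the median depth, r was -0.53. Within the first table rho was -0.43 and r -0.77 over 8 libraries, and within the second rho was -0.26 and r -0.51 over 6. Low depth did not always go with a high share. Untreated 5h replicate 3, the shallowest library with 12545537 reads, had 2.82%. AMG-treated 5h replicate 2, with 14616716 reads, had 3.40%. The 2 libraries with high shares held 13818438 and 13889352 reads. Depth and the share cannot be told apart from other differences between these libraries, since the high shares come from 2 libraries. The same libraries carried the length trends of opposite sign at 1 and 5 h, so RNA quality or library preparation may differ in them, which was not tested. A response of the cells themselves stays open as well, since there is 1 library per group and time.

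The interferon-stimulated genes had a median log2 ratio of 3.57 at 12 h in replicate 1, with 16 of 16 genes higher, and of -0.50 at 24 h, with 2 of 16 higher. The difference between times was not tested, as there is 1 library each. The length correction left the values at 3.57 and -0.74. In replicates 2 to 4 at 5 h the median was 1.74 in replicate 4 and 0.06 and -0.17 in replicates 2 and 3. Leukocytes in the treated culture are a candidate explanation for replicate 4. The leukocyte list had a median log2 ratio of 0.053 there, with an interval of -0.30 to 0.53, and the interval of the interferon genes was 0.43 to 3.40. These intervals overlap, so the explanation cannot be told apart from an interferon response of the fibroblasts. In replicate 1 at 12 h the leukocyte list was at -1.22.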

How the results depend on the processing

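The length correction was chosen after seeing the data, and all other settings before. The 112 higher, 32 lower and 162 changed genes stayed within 1.5 times under both pseudocounts, both filters on low values, the upper quartile rescaling, the length correction, edgeR, and edgeR on all 4 replicates with the table as batch. In the last of these, 90 of 165 higher genes were shared with the main test. The higher and lower genes of the main test kept their direction in every setting in which they were tested. For the pseudocounts, the replicate block and the fits without one library, their separate values fixed this in advance.

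The replicate block gave 530 higher, 560 lower and 4872 changed genes, the length correction with the replicate block 526, 451 and 4432, and edgeR with the block 560, 542 and 4852. The pairs shared much of their spread, as the check of the replicate numbers showed. DESeq2 gave 337, 230 and 1434 genes, and its false calls in the simulation were the highest. Without the trend limma gave 56 higher and 80 changed genes. The cause was not tested for DESeq2 and the trend. Across the 6 fits that each left out one library there were 1 to 447 higher, 0 to 511 lower and 1 to 2200 changed genes. The highest counts came without AMG-treated 5h replicate 3, and all other fits had fewer genes than the main test. Each of the 6 fits had fewer libraries, a broken pair and no replicate block.

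Among the lists, camera with an estimated correlation left none past the threshold, at unchanged medians: 4.32 (matrix metalloproteinases), 3.32 (wound healing examples), 0.43 (predicted regulators), 1.96 (NF-kB), 1.58 (NRF2), 0.73 (ERK), -0.52 (proliferation) and 0.36 (unfolded protein response). Fry also dropped proliferation (-0.52) and the unfolded protein response (0.36), and it raised the AP-1 family (0.95) past the threshold, as did the length correction (0.76), though not with the replicate block. The predicted regulators lost their call with all genes above 0 (0.22) and under the replicate block (0.43), which changed the call of no other list. The leukocyte median turned to -0.029 with a mean of at least 50, and to -0.13 under the length correction with and without the replicate block. The cause was not tested for these changes.

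Across the fits without one library, list medians ranged from 0.30 to 0.73 (predicted regulators), -0.15 to 1.14 (interferon), -0.83 to -0.31 (proliferation), -0.18 to -0.088 (TGF-beta and SRF/YAP), 0.19 to 0.53 (unfolded protein response), -0.016 to 0.78 (keratinocyte), -0.82 to 1.36 (leukocyte) and -0.44 to 0.97 (adipocyte). The median of the reference genes ranged from 0.072 to 0.25.

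Of the named genes, Mms19 changed sign under the length correction with and without the replicate block (0.21) and in edgeR with all 4 replicates (0.012), and ranged from -0.18 to 0.032 without one library. In the other comparisons of named genes with the main test, 426 kept their side, 37 rose past the threshold and 11 fell under it. In the fits without one library 89 fell under it and 8 rose past it. The fold change in those fits ranged from 0.52 to 1.44 for Jund, 0.16 to 0.32 for Fosl2 and -0.47 to -0.077 for Fosb. It ranged from 0.22 to 0.73 for Foxc2, 0.025 to 0.33 for Otud4 and -1.66 to -0.83 for Plag1. The replicate block moved 9 named genes past the threshold.

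In replicate 1, the length correction raised the shares of genes that moved the same way at 5 h to 98.2% and 90.6%, and brought the lower genes at 1 h to -0.28. All other settings left these values within their intervals. Of the medians over time, 7 left their interval in some setting, and 1 of them, the matrix metalloproteinases at 24 h with a pseudocount of 10, did so without the length correction. Depth limits the fold of Mmp1a and Gm16685, whose untreated libraries were at the floor. For Mmp1a, AMG-treated 5h replicate 3 was near the floor as well.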

Other observations

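The tests of the length trend, of replicate 3, of the 2-fold counts, of the leukocyte list in replicate 1 and of keratinocytes as a source were chosen after the results had been seen, and those of the splits, the skin extract and the share of fibroblasts before.

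Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many genes past the threshold as the real one, which is the real split itself. The other 9 gave 0 genes, with 5 to 2210 genes at an unadjusted p under 0.05. With 10 splits the share cannot go under 0.1, so this count decides nothing by itself. In replicate 1, which took no part in the calls, 94.6% of the higher genes were higher with AMG at 5 h, against 49.5% of random genes, and 75% of the lower genes were lower, against 49.6%. The real split parts all 3 pairs, as do 3 others. With the replicate block those 3 gave 0 genes and the real one 1090. Each of those 3 exchanges the labels of a single pair, so the real effect enters its residual spread and hides responding genes. This comparison therefore decides nothing either.

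RNA carried over from the skin extract is argued against for the higher genes. The keratinocyte, muscle and red blood cell lists together took at most 401 CPM (reads per 1000000 reads of the library) in a treated library, against up to 511 in an untreated one. Most of that was Acta1, at up to 306 in treated and 417 in untreated libraries, and Krt5, Krt14 and Krt1 had 0 reads in each treated library. The keratinocyte list alone was higher with AMG, at 152 CPM on average and up to 232, against 127 and up to 193 in untreated libraries, which is small beside the gain of the higher genes. The 25 list genes under the mean of 10 took at most 1.96 CPM, while the higher genes gained 32761.

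A lower share of fibroblasts, which would raise the markers of every other cell type alike, is argued against for the NF-kB targets. The leukocyte median was 0.15, with an interval from -0.26 to 1.13, and its highest tested gene at 1.21, while the interval of the NF-kB targets was 1.53 to 3.79. Leaving out single libraries moved the leukocyte median from -0.82 to 1.36, the latter without Untreated 5h replicate 4, still below that interval. The 5 tested keratinocyte genes had a median of 0.48 with an interval from -1.26 to 1.57, which reaches into that of the NF-kB targets, so this median excludes nothing. Keratinocytes as the source are argued against by their reads: the list gained at most 39.7 CPM in a pair, against at least 2374 for the NF-kB targets, and its 10 genes under the mean of 10, Krt5, Krt14 and Krt1 among them, took at most 1.23 CPM in a treated library. A direct response of the fibroblasts may be the source, and stays a hypothesis.

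A transcript length trend as the whole cause of the called genes is argued against, since 123 higher genes were found after the length correction and 107 of them were among the 112. In replicate 1, 2971 genes passed a 2-fold ratio at 1 h and 3498 at 5 h, against 1733 at 12 h and 1903 at 24 h. A gene past it at both times counts at each in the sums, 6469 early and 3636 late. The length correction took away 26.0% of the early sum and brought it to 4788, against 3615, which is 58.6% of the excess. The length trend may therefore explain part of the early excess, and the rest stays open.

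Most called genes changed less in AMG-treated 5h replicate 3. The median log2 ratio of the higher genes was 1.65 there, against 2.45 and 2.34 in replicates 2 and 4, and 89 of the 112 were weakest in it. Of the 32 lower genes, 27 were. Not all lists followed: the wound healing examples had a median of 3.51 in replicate 3, against 3.24 and 3.22 in replicates 2 and 4, and the NRF2 targets of 1.43, against 1.73 and 1.25. On the linear scale its rise was 0.52 of that in the others by median, with 8 genes above 1. Untreated RNA mixed into the treated library would scale every rise by one factor. The upper quartile of that factor was 1.84 times the lower one, against 1.46 times between replicates 2 and 4, so mixing cannot be told apart from a weaker response of that culture for part of the genes. Its dose of extract was not tested.

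In replicate 1 the leukocyte list was lower with AMG at 5 h (-2.06), 12 h (-1.22) and 24 h (-1.34), with 1, 0 and 0 of 10 genes higher, while its median over replicates 2 to 4 was 0.15 at 5 h. A transcript length trend as the whole cause is argued against, since the length correction left medians of -1.56, -1.08 and -1.69, at percentiles of 0.12 and under among random lists. No other explanation was tested.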
